A study of Mus musculus with 10 samples.

How the data were processed

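The material was the kidney cortex of mice aged 4 weeks, normal or injured, from which single-cell suspensions were sequenced as 10 libraries. There was 1 library each of the control and of days 1, 2 and 4 after injury, and 2 libraries each of days 7, 11 and 14. The labels name the injured kidneys by day only and give no kind of injury, sex, strain, animal, sequencing date or batch. Groups and days were taken from the titles and the time point labels.

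Per the labels' protocols, the authors processed the suspensions by Drop-seq, in which each cell's RNA is captured on a barcoded microbead, amplified the cDNA by PCR and prepared its 3' end with a modified Nextera XT kit. The deposited values are counts per gene symbol and cell barcode, 1 table per library. They were whole numbers with totals that differed between barcodes and were read as counts of unique molecular identifiers (UMIs), which the labels do not state. The labels give no aligner, genome build, annotation or filter. The tables themselves hold no barcode with fewer than 500 detected genes, except those of both day 11 libraries, which go down to 300. Gene symbols were used as the tables give them, and no coordinates were used.

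The deposited counts held 64803 barcodes and 173806980 UMIs, from 7091848 to 31632205 UMIs per library. Barcodes with at least 500 UMIs, at least 500 genes and at most 50% mitochondrial UMIs were kept, which left 52797 cells. The filter on genes removed 5362 and 5424 barcodes of the day 11 libraries and none of the others. The filter on mitochondrial UMIs removed 611 barcodes of the control and at most 265 of any other library. Doublet scores were computed per library with Scrublet in scanpy 1.11.5. Because its automatic threshold marked at most 0.0576% of a library, the highest 5% of scores in each library were marked instead, and 50141 cells were used.

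Cells of all libraries were clustered together on 2000 variable genes, 30 principal components, 20 neighbours and the Leiden method (igraph 0.11.9) at resolution 1, without batch correction. Mitochondrial genes and the 148 genes of the 6 lists described further on were left out of the clustering. Any cluster with at least 300 cells and over 90% of its cells from 1 library was clustered again at resolution 0.5. The result was 47 clusters. Each was named from 116 marker genes fixed before the data were examined, of which the tables held 115. A name needed at least 3 markers at least 2 times over the other cells and detected in at least 5% of the cluster's cells, and went to the class with most markers among the cluster's 50 leading genes. Clusters with markers of several classes stayed unnamed. Clusters without a segment name that held at least 3 general tubular markers over the non-tubular clusters were called tubular with the segment unnamed. A cluster's name is a resemblance ("-like"), not an identity.

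Shares of cells are given with exact (Clopper-Pearson) 95% intervals for single libraries and as mean ± SD over the replicates of a day. Intervals and floors cover counting error only. A count of 0 allows up to 3 counts. Trends over the 9 injured libraries were measured against log2 of the day by Pearson's r and Spearman's rho, each with a two-sided exact permutation test over all orders of the libraries and Benjamini-Hochberg adjustment over the 13 classes.

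Counts of tubular cells (all segments, with the segment-unnamed cells), macrophage-like cells and endothelial-like cells were summed per library. The tubular sums held 4444003 to 25975643 UMIs. The sums were compared with edgeR 4.0.16 (R 4.3.3) after its filter on low counts and with TMM scaling, by the quasi-likelihood F test with Benjamini-Hochberg adjustment at 0.05. The SE given beside a log2 change is its absolute value divided by the square root of F. It restates the test and is not a separate measure of spread. The tubular model held 1 term per group, so 3 residual degrees of freedom came from the replicated days. The labels do not state whether the 2 libraries of a day are different animals. If they are not, the tests leave out differences between animals and their p-values are too low. The lone control is assumed to vary like the replicated groups, and days 1, 2 and 4 entered no test of groups. A separate model tested a trend with log2 of the day over the 9 injured libraries. Of the 6 days, 3 have a single library. The trend was refitted on 100 draws of the days over the libraries and on 100 orders of the 6 days with replicates kept together, each including the real one, and both were chosen after the data had been seen.

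Genes were named by a rule fixed before the data were examined. From each comparison it took the 3 genes per direction with the largest change among those past the threshold, with an average log2 CPM of at least 5 and changed the same way in every replicate. For a group with no counts a fold is a lower bound, computed over the group against 3 counts on TMM-scaled totals. Days 1, 2 and 4 were each set against the control by ratios of CPM with 95% Poisson intervals and without a test. There the 5 genes per direction with the largest ratio were named among those with at least 200 CPM in 1 library and at least 10 counts in both. Changes are given for 12 genes of the lists, chosen after the data had been seen, but not for every gene and comparison. These genes were Havcr1, Lcn2, Vcam1, Sox4, Cd24a, Ccl2, Cubn, Slc22a8, Fos, Hspa1b, Mki67 and Top2a.

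The lists were written before the data were examined, from general knowledge of the kidney. They cover tubule injury (29 genes), kidney development (34), profibrotic signals (18), proximal tubule function (27), immediate early genes (16) and proliferation (24). Lists were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, with fry and with camera at an estimated correlation as alternatives. Per library, a list's median log2 ratio to the control was computed on CPM with a pseudocount of 10, for genes with a mean CPM of at least 1. It was placed among 10000 random lists of the same size matched on mean expression in 20 bins. The interferon-response (16 genes) and heat-shock (7 genes) lists were written after the data had been seen.

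The share of proximal tubule-like cells with a UMI of any of 28 markers of other nephron segments was measured after thinning each cell to 500 UMIs. The background was the same share in endothelial- and immune-like cells of the same library.

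The edgeR steps were tested on simulated counts with 200 changed genes in 5 draws each, taken from genes with an average log2 CPM above 4, so the recovery of lower genes was not tested. For day 14 against the control 99.7% of changed genes were recovered and 8.28% of calls were false, and for day 11 against day 7 the values were 99.8% and 8.19% (a log2 change of 2). For the trend (a slope of 0.5) they were 99.9% and 6.20%. All simulated counts took their spread from the group model, with a common dispersion of 0.0264 against 0.174 in the trend model. The recovery for the trend therefore holds for a smaller spread than the measured one. It does not show how many genes of the measured trend were missed. The share of false calls was thus above the nominal 5% in each.

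The alternatives fixed before the data were examined were at least 1000 UMIs per cell, a mitochondrial share up to 25%, doublets kept, cells of every class summed, resolution 2, proximal tubule-like cells alone, DESeq2 1.42.0 size factors, the DESeq2 Wald test, no filter on low counts, a replicate block, only the 2 groups compared, the day on a linear scale, a pseudocount of 1, fry, thinning to 1000 UMIs and leaving out each replicate in turn. Chosen after seeing the data were the second clustering of single-library clusters, the rule for segment-unnamed cells, the 5% doublet rule and 3 further alternatives: cells of 300 or more genes, mitochondrial genes left out, and list medians on TMM-scaled totals. Other software was python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0.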

Results

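Single-cell RNA counts were collected from the kidney cortex of mice aged 4 weeks, as 1 control library, 1 library each of days 1, 2 and 4 after injury and 2 libraries each of days 7, 11 and 14. The series asks whether injury reactivates developmental programmes and loosens the lineage identity of kidney cells. The totals were 31632205 UMIs in the control, 8932537 on day 1, 16342616 on day 2 and 22081710 on day 4. Totals of the replicated days were 7091848 and 16334141 on day 7, 15032747 and 14064268 on day 11, and 22341141 and 19953772 on day 14. After filtering, 5827 control cells were used, 3390 of day 1, 3883 of day 2, 6096 of day 4, 3440 and 4896 of day 7, 5144 and 4997 of day 11, and 6594 and 5874 of day 14. The median UMIs per used cell lay between 1254 and 2662. Single libraries had no replicates, so nothing in the control or on days 1, 2 and 4 has a replicate check. The control, with 1 library, is the background for every day. Replicates of a day differed by more than counting noise, with a chi-square per degree of freedom of 21.9 on day 7, 29.9 on day 11 and 15.7 on day 14 for summed counts per gene.

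The first question was how the cell classes shifted after injury. Proximal tubule-like cells made up 55.9% of the control cells (exact 95% interval 54.6 to 57.2). They made up 19.7% on day 1 (18.4 to 21.1), 34.3% on day 2 (32.8 to 35.8) and 20.6% on day 4 (19.6 to 21.6). The share was 3.81% ± 0.908 on day 7, 66.1% ± 6.28 on day 11 and 72.7% ± 0.151 on day 14 (SD, n = 2 libraries per day). Tubular cells whose segment could not be named took 0.618% of the control (0.433 to 0.854), 15.3% on day 1 (14.1 to 16.6), 5.15% on day 2 (4.48 to 5.89) and 43.8% on day 4 (42.5 to 45.04). They took 24.5% ± 2.81 on day 7, 2.69% ± 1.23 on day 11 and 0.687% ± 0.136 on day 14. A proximal cell whose markers fell would be counted in this class, so the proximal share is that of cells still bearing proximal markers. All tubular cells together were 83.9% of the control (83.0 to 84.9), 56.9% on day 1 (55.2 to 58.6), 55.1% on day 2 (53.5 to 56.7) and 78.8% on day 4 (77.7 to 79.8). They were 48.8% ± 1.80 on day 7, 85.4% ± 3.72 on day 11 and 92.6% ± 0.938 on day 14.

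Macrophage-like cells were 0.858% of the control (exact 95% interval 0.638 to 1.13), 5.22% on day 1 (4.50 to 6.02), 8.16% on day 2 (7.32 to 9.07) and 14.8% on day 4 (13.9 to 15.8). Their share was 31.5% ± 1.37 on day 7, 2.08% ± 0.627 on day 11 and 0.778% ± 0.200 on day 14 (SD, n = 2). Distal tubule-like cells were 5.92% of the control (5.33 to 6.56), 0.0885% on day 1 (0.0183 to 0.258), 0.656% on day 4 (0.469 to 0.8925), 0.225% ± 0.318 on day 7, 3.04% ± 0.203 on day 11 and 5.08% ± 0.629 on day 14. On day 2 they were 0 of 3883 cells, which allows a share of up to 0.0773%. Cells left unnamed were 4.03% of the control (3.54 to 4.57), 23.0% on day 1 (21.6 to 24.5) and 22.5% on day 2 (21.2 to 23.8), and 5.76% ± 4.27 on day 7. Most of them on days 1 and 2 came from clusters of that single library with several tubular markers. These clusters also had haemoglobin or neutrophil genes among their 10 leading genes and few UMIs (0.699 and 0.513 of their library's median). Whether they were tubular cells was not tested. If they were, the tubular shares of those days are too low.

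**Figure D1:**
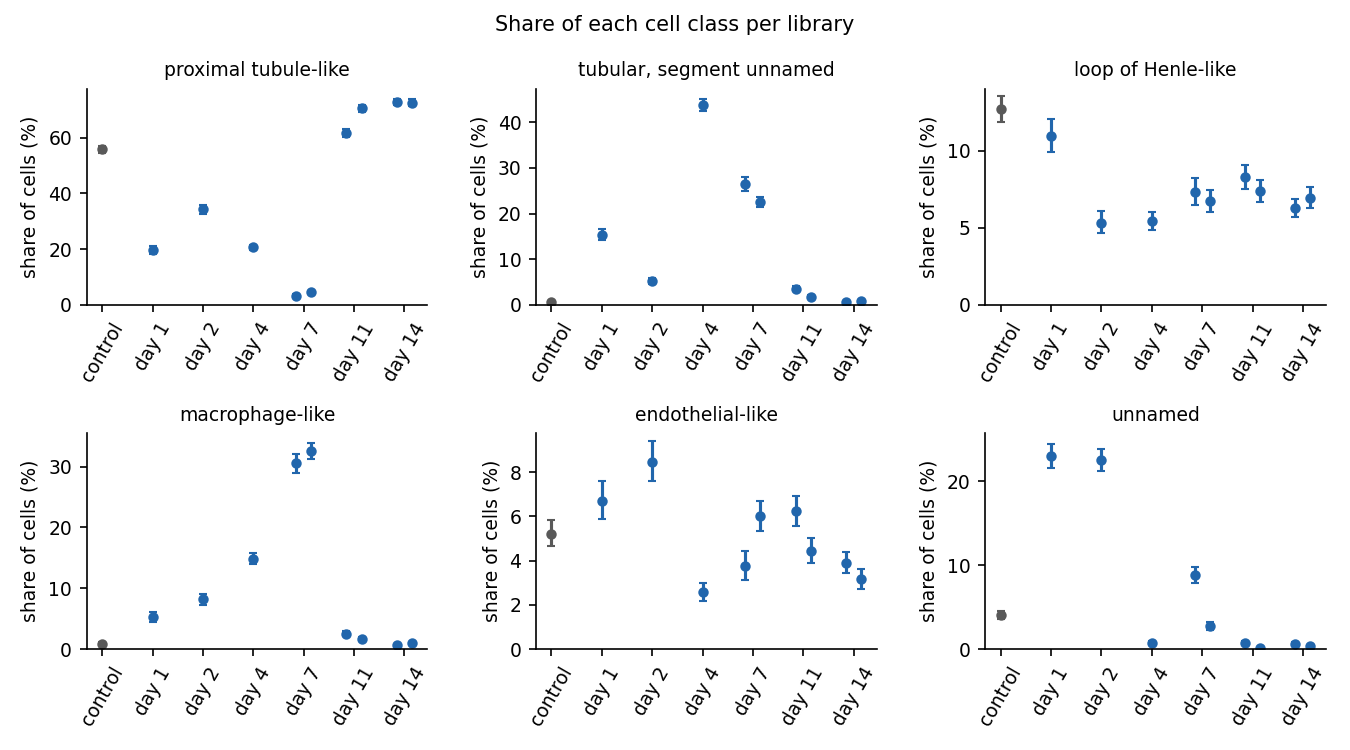
Share of cells in 6 classes (vertical axis, %) for each library of the control and of days 1 to 14 (horizontal axis), with points for libraries and bars for exact 95% binomial intervals. The proximal tubule-like share was lowest in the day 7 libraries (mean 3.81%), where the macrophage-like share was highest (mean 31.5%).

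Over the 9 injured libraries, 13 class shares were tested against log2 of the day by exact permutation. The distal tubule-like share rose (rho = 0.84, p = 0.00624, adjusted p = 0.0406 by exact permutation test with Benjamini-Hochberg adjustment). Its Pearson r was 0.759 (exact permutation p = 0.0168, Benjamini-Hochberg adjusted 0.109). The neutrophil-like share fell (rho = -0.86, p = 0.00489, adjusted p = 0.0406 by the same exact test), with r = -0.849 (exact permutation p = 0.0160, adjusted 0.109). No class passed by Pearson's r after adjustment, and no other class passed by Spearman's rho. The permuted orders also part the replicates of a day, so these p-values do not test the order of the 6 days by itself. Without the libraries of days 1 and 2, the farthest from the median day, r was 0.864 for the distal share and -0.549 for the neutrophil share, so the latter relation rests in part on those libraries. A segment-unnamed cluster of 995 cells, singled out after the data were seen and with 28.3% of its cells from day 1, had the distal marker Slc12a3 among its 10 leading genes. Distal cells that lost markers would be counted outside the distal share, which limits this trend. The setting that moved these most was a mitochondrial share up to 25%, under which the distal rho was 0.775 and neither rho passed the adjusted threshold. Leaving out single libraries gave distal values from 0.782 to 0.940, and both rho values lost the adjusted threshold in 8 of the 9 cases.

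The second question was which genes of tubular cells differed between the replicated days and the control. Of 16043 genes tested with edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p of 0.05, 5536 differed on day 7 from the control (2651 higher, 2885 lower). On day 11, 2964 differed (1483 higher, 1481 lower), and on day 14, 1343 (780 higher, 563 lower). Between days, 7216 genes differed on day 11 from day 7 (3705 higher, 3511 lower), 7529 on day 14 from day 7 (3910 higher, 3619 lower) and 2013 on day 14 from day 11 (1008 higher, 1005 lower). At an unadjusted p of 0.05 the counts were 7154, 5581, 4301, 8438, 8655 and 4484 in the same order. The largest moves of these counts came from summing proximal tubule-like cells alone. It gave 951 genes on day 7 against the control, 858 on day 11 against day 7 and 323 on day 14 against day 7. That alternative rests on 109 and 218 cells of the day 7 libraries, and it also takes out shifts between segments. The tubular sums pool segments, and proximal tubule-like cells were 55.9% of all cells in the control and 3.81% on day 7. The counts of genes in tubular cells therefore mix such shifts with changes within segments. Pvalb and Miox, named below, were themselves markers for naming the distal and proximal classes. With all libraries kept, days 11 and 14 against the control moved most when only the 2 groups compared were fitted. They then had 4443 and 3461 genes. Several counts depended on 1 library. Without day 11 replicate 2, 927 genes differed on day 11 from the control, 4770 on day 11 from day 7 and 696 on day 14 from day 11. The last count was 1046 without day 11 replicate 1 and 703 and 705 without either day 14 library. On day 14, 312 genes differed from the control without day 14 replicate 2 and 597 without replicate 1, and there were 2517 and 2501 without either day 7 library.

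The largest changes on day 7 against the control were those of Ccl2, Sprr2f and Sprr2g, which had no counts in the control. Over the group, on TMM-scaled totals and against a floor of 3 counts, they were at least 1613-fold, 815.4-fold and 243.2-fold higher. Their adjusted p-values were 1.86e-06, 3.22e-06 and 9.36e-06 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest decreases by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment were in Slc22a7 (log2 change -7.39, SE 0.61, adjusted p = 9.36e-06), Pvalb (-6.23, SE 0.51, adjusted p = 8.31e-06) and Acsm3 (-5.98, SE 0.78, adjusted p = 0.000181). In proximal tubule-like cells alone Sprr2g lost its call, as did Ccl2 on day 11. On day 11 against the control Ccl2 was at least 32.2-fold higher, with an adjusted p of 0.00161 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment called Lyz2 (log2 change 6.38, SE 0.94, adjusted p = 0.00288) and Hbb-bs (5.89, SE 1.51, adjusted p = 0.0234). Lyz2 is also a macrophage gene and Hbb-bs an erythroid gene, so free RNA in the droplets is a limit for both. Lower on day 11 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were Gm20417 (-4.17, SE 0.35, adjusted p = 0.000372), Ranbp2 (-2.70, SE 0.22, adjusted p = 0.000372) and Kif20b (-2.59, SE 0.35, adjusted p = 0.00206). Hbb-bs was not called without day 11 replicate 2 (log2 change 6.03).

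On day 14 against the control, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave Fgg (log2 change 4.88, SE 0.68, adjusted p = 0.00430), Rtp4 (4.26, SE 1.14, adjusted p = 0.0437) and Irf7 (3.57, SE 0.93, adjusted p = 0.0403) as the largest increases. Rtp4 had 2.77 and 29.9 CPM in day 14 replicates 1 and 2, and Irf7 1.81 and 10.6 CPM. Without day 14 replicate 2 neither was called (Rtp4 1.73, Irf7 1.83), nor was Rtp4 in proximal tubule-like cells alone. Among all fits that left out 1 library, Rtp4 lost its call in 3 and Irf7 in 1. The largest decreases by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were Gm26924 (-2.50, SE 0.28, adjusted p = 0.00196), Hspa1b (-2.40, SE 0.21, adjusted p = 0.000578) and Gm20417 (-1.93, SE 0.32, adjusted p = 0.00761). Sprr2f and Sprr2g are close relatives within a gene family, as are Hbb-bs, Hspa1b, Ifit1 and Ifit3 with theirs, and short 3' reads may be shared within a family. Hspa1b and Hspb1 are heat-shock genes, for which a stress of the cell suspension was not excluded.

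From day 7 to day 11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave Slc22a7 (log2 change 7.41, SE 0.58, adjusted p = 4.78e-06), Inmt (5.89, SE 0.80, adjusted p = 0.000166) and Miox (5.82, SE 0.54, adjusted p = 1.31e-05) as the largest increases. By the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, Sprr2f (-8.52, SE 0.42, adjusted p = 1.52e-06), Ccl5 (-7.89, SE 0.30, adjusted p = 2.50e-07) and Havcr1 (-6.76, SE 0.42, adjusted p = 1.76e-06) fell most. Ccl5 is also a marker of T and NK cells. From day 7 to day 14, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave Slc22a7 (6.81, SE 0.58, adjusted p = 4.90e-06), Akr1c18 (6.33, SE 0.40, adjusted p = 8.32e-07) and Acsm3 (5.75, SE 0.74, adjusted p = 8.64e-05). Sprr2f had no counts on day 14 and was at least 1114-fold lower than on day 7 on TMM-scaled totals. On the same scale Ccl2 with 3 counts on day 14 was 2205-fold lower (95% counting interval 754 to 10694), and Sprr2g with 1 count 997-fold lower (178 to 39440). Their adjusted p-values were 4.02e-07, 2.23e-07 and 9.33e-07 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From day 11 to day 14 the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment gave Ifit1 (4.23, SE 1.11, adjusted p = 0.0316), Rtp4 (3.60, SE 0.93, adjusted p = 0.0294) and Cwc22 (3.49, SE 0.34, adjusted p = 0.000611). It also gave, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, Ccl2 (-5.33, SE 0.59, adjusted p = 0.000930), Lyz2 (-4.31, SE 0.60, adjusted p = 0.00232) and Hspb1 (-3.96, SE 0.25, adjusted p = 3.42e-05). Ifit1 had 1.76 and 29.4 CPM in day 14 replicates 1 and 2. Without day 14 replicate 2 its change was 1.11 and that of Rtp4 1.07, and neither was called. Among all fits that left out 1 library, Ifit1 lost its call in 5 and Rtp4 in 3. In proximal tubule-like cells alone, Inmt from day 7 to day 11 was not called, nor were Acsm3 and Sprr2g from day 7 to day 14 or Ifit1, Rtp4 and Ccl2 from day 11 to day 14.

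Among the 12 list genes followed by name, Havcr1 was higher on day 7 than in the control by a log2 change of 8.30 (SE 0.61), Lcn2 by 8.21 (SE 0.42), Sox4 by 2.12 (SE 0.28) and Cd24a by 1.57 (SE 0.27). The adjusted p-values in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 5.27e-06, 1.17e-06, 0.000176 and 0.00117. Cubn had a log2 change of -2.24 (SE 0.21) and Slc22a8 one of -3.37 (SE 0.50), with adjusted p-values of 1.94e-05 and 0.000415 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The changes were -0.36 for Cubn and -0.12 for Slc22a8 in proximal tubule-like cells alone, and neither was called. Mki67 and Top2a were higher by 2.12 (SE 0.43) and 2.22 (SE 0.40), with adjusted p-values of 0.00306 and 0.00142 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Fos (0.55, SE 0.24, adjusted p = 0.104) and Hspa1b (-0.40, SE 0.21, adjusted p = 0.164) were not called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both were called in proximal tubule-like cells alone (Fos 1.60, Hspa1b -2.24) and with cells of every class summed (0.76 and -0.80), and Fos also without day 7 replicate 1 (0.78). Top2a was not called in proximal tubule-like cells alone (1.71). From day 7 to day 11 Vcam1 changed by -5.42 (SE 0.41), Sox4 by -2.54 (SE 0.22) and Cubn by 2.27 (SE 0.19), with adjusted p-values of 4.09e-06, 7.13e-06 and 5.87e-06 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In proximal tubule-like cells alone the change of Cubn was 0.05 and not called. On day 14 Havcr1 did not pass against the control (1.21, SE 0.53, adjusted p = 0.167; called at 1.23 without the filter on low counts), while Lcn2 was still higher (1.88, SE 0.33, adjusted p = 0.00990), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Sox4 was lower on day 14 than in the control (-1.24, SE 0.24, adjusted p = 0.0158 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That call was lost without either day 14 library (-1.21 and -1.26), and in proximal tubule-like cells alone the change was 0.37. Lcn2 was not called on day 14 in proximal tubule-like cells alone (2.79).

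The counting is not stated to use strand. In GENCODE release M21, matched by name for 51 of the 57 genes named in the comparisons, genes on the opposite strand overlap Acsm3, Cubn, Egf, Fgg, Irf7, Mt2, Napsa, Sox4 and Vcam1. Genes on the same strand overlap Cwc22, Rtp4 and Top2a. BC021785, Chi3l3, D17H6S56E-5, Gm20417, Gm26924 and I830012O16Rik are not in that annotation. Counts of these genes may hold reads of their neighbours.

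The third question was whether injury, developmental and related programmes moved as sets. On day 7 against the control the median log2 change was 4.08 for the injury list, 1.33 for development, 3.46 for profibrotic signals, -2.45 for proximal function, 0.68 for immediate early genes and 2.17 for proliferation. Of the genes tested, 26 of 29 injury genes, 17 of 29 development genes, 16 of 18 profibrotic genes, 23 of 27 proximal function genes, 7 of 16 immediate early genes and 22 of 24 proliferation genes were called. Adjusted over the list alone, the counts were 27, 18, 17, 23, 7 and 22. All 6 lists passed camera (highest adjusted p 0.0104, immediate early) and fry (highest 0.0494) with Benjamini-Hochberg adjustment over 6 lists. With an estimated correlation injury (0.0253), profibrotic signals (0.0253) and proximal function (0.0413) held, and development (0.142), proliferation (0.0963) and immediate early genes (0.335) did not.

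From day 7 to day 11 the medians were -2.40 for injury, -1.13 for development, -2.25 for profibrotic signals, 3.14 for proximal function, 0.33 for immediate early genes and -2.03 for proliferation. Of the tested genes 26, 21, 17, 25, 10 and 17 were called, and adjusted over the list alone the counts were also 26, 21, 17, 25, 10 and 17. The first 3 lists, proximal function and proliferation passed camera (highest adjusted p 0.000103) and fry (highest 0.00535), and immediate early genes passed neither (0.198 and 0.0911). With an estimated correlation injury, profibrotic signals and proximal function held (0.0377), and development and proliferation did not (0.115). The medians in proximal tubule-like cells alone were -2.05 for injury, -0.51 for development, -1.57 for profibrotic signals, 0.59 for proximal function, 0.16 for immediate early genes and -0.08 for proliferation. There proliferation passed neither camera (adjusted p = 0.304) nor fry (0.465), and proximal function failed fry (0.251). In those cells no list passed camera with an estimated correlation (lowest adjusted p 0.129).

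On day 11 against the control injury (median 1.76), profibrotic signals (0.93) and immediate early genes (1.05) passed camera and fry, with called genes of 19, 8 and 13 and, adjusted over the list alone, 21, 8 and 13, and none passed with an estimated correlation (lowest adjusted p 0.103). Development (-0.06), proximal function (0.63) and proliferation (0.45) did not pass. Development had a negative median and camera direction and a positive fry direction. On day 14 against the control the medians were 0.32 for injury, -0.35 for development, 0.18 for profibrotic signals, 0.95 for proximal function, 0.10 for immediate early genes and 0.35 for proliferation. Proximal function (camera adjusted p = 1.53e-08, 11 genes called, 15 adjusted over the list alone) and development (0.0114, 3 called, 9 adjusted over the list alone) passed camera, and none of the 6 lists passed fry (lowest adjusted p 0.138). For immediate early genes the camera direction was down while the median was above 0. From day 7 to day 14 the medians were -4.15 for injury, -1.72 for development, -3.22 for profibrotic signals, 3.53 for proximal function, -0.59 for immediate early genes and -1.86 for proliferation, and all 6 lists passed camera and fry, with 27, 23, 16, 27, 11 and 20 genes called and 27, 24, 16, 27, 11 and 21 adjusted over the list alone. With an estimated correlation development (0.0963), proliferation (0.0963) and immediate early genes (0.313) did not pass there. From day 11 to day 14 injury (-1.36), profibrotic signals (-0.67) and immediate early genes (-0.91) passed both, development (-0.45) and proximal function (0.49) passed camera alone, and proliferation (0.00) passed neither. With an estimated correlation no list passed from day 11 to day 14 (lowest adjusted p 0.0759) or on day 14 against the control (lowest 0.553). From day 11 to day 14, 18, 5, 9, 10, 8 and 2 genes of these lists were called, and 21, 5, 10, 17, 13 and 2 adjusted over the list alone. Placing genes without counts in a group at their bound left each median of the 6 comparisons as printed here.

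Per library, list medians were read beside the median of all genes, which stood at 0.18 on day 1, 0.17 on day 2, 0.22 on day 4, 0.38 and 0.35 on day 7, 0.03 and 0.01 on day 11, and -0.00 and 0.00 on day 14 in log2 ratio to the control. The injury list stood at 2.30 on day 1, 2.29 on day 2, 2.75 on day 4, 3.42 ± 0.01 on day 7, 0.61 ± 0.12 on day 11 and 0.05 ± 0.06 on day 14 (SD, n = 2). It was at percentile 100 of matched random lists on days 1 to 7. The development list stood at 0.45, 0.38 and 0.37 on days 1, 2 and 4, 0.77 ± 0.20 on day 7, -0.01 ± 0.03 on day 11 and -0.11 ± 0.10 on day 14, with percentiles of 99.4, 98.7 and 89.7 on days 1, 2 and 4 and of 99.2 and 100 on day 7. Profibrotic signals stood at 1.48, 1.13 and 1.56 on days 1, 2 and 4, 1.81 ± 0.15 on day 7, 0.28 ± 0.08 on day 11 and 0.01 ± 0.01 on day 14. Proximal function stood at -1.36, -0.15 and -0.24 on days 1, 2 and 4, -1.50 ± 0.27 on day 7, 0.49 ± 0.13 on day 11 and 0.78 ± 0.01 on day 14. Immediate early genes stood at 0.49, 0.59 and 0.61 on days 1, 2 and 4, 1.41 ± 0.16 on day 7, 1.01 ± 0.03 on day 11 and -0.02 ± 0.05 on day 14. Proliferation stood at 1.69, 1.19 and 1.45 on days 1, 2 and 4, 1.23 ± 0.01 on day 7, 0.08 ± 0.06 on day 11 and 0.08 ± 0.07 on day 14. The range of the injury list was taken over single injured libraries, not over the means of the days. The alternative that moved it most was proximal tubule-like cells alone, with 2.26 rather than 3.42, and a pseudocount of 1 gave 4.49. With TMM-scaled totals, under which the all-gene median stayed between -0.02 and 0.03, the day 7 values were 2.81 for injury, 0.44 for development, 1.33 for profibrotic signals, -1.99 for proximal function, 0.68 for immediate early genes and 0.73 for proliferation. Immediate early genes then stood higher on day 11 (1.02) than on day 7, and at 0.06 on day 14. Proximal function on day 4 was at 0.13 in proximal tubule-like cells alone.

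**Figure D2:**
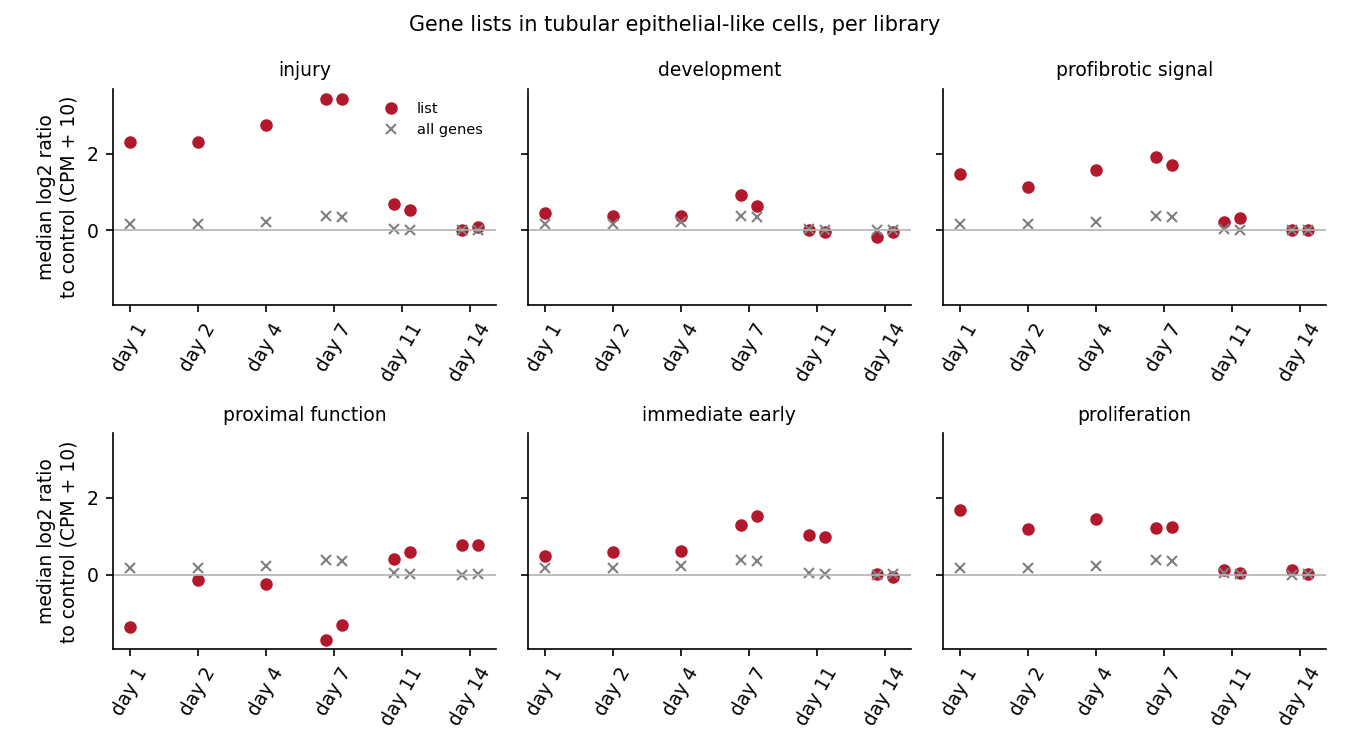
Median log2 ratio to the control of each of 6 gene lists in tubular cells (vertical axis, CPM with a pseudocount of 10) for each injured library by day (horizontal axis), with the median of all genes beside it. The injury list stood at 3.42 on day 7 and at 0.05 on day 14 (means of 2 libraries).

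The fourth question was which genes followed log2 of the day in a linear fit over the 9 injured libraries. In tubular cells 49 of 14824 genes were called (18 higher, 31 lower with later days; 3747 at an unadjusted p of 0.05). The count ranged from 0 without day 11 replicate 2 to 1310 without day 7 replicate 1, and was 2172 in proximal tubule-like cells alone. With the 6 days reordered and the replicates of a day kept together, 22 of 100 orders, the real one included, gave at least 49 genes. The genes named by the rule were Napsa (log2 change per doubling of the day 1.38, SE 0.24, adjusted p = 0.0483), Agt (0.51, SE 0.08, adjusted p = 0.0470) and Pts (0.45, SE 0.07, adjusted p = 0.0470) with positive slopes and Hmgb2 (-0.35, SE 0.05, adjusted p = 0.0470) with a negative one, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each of the 4 lost its call in 8 of the 9 fits that left out 1 library. By camera with Benjamini-Hochberg adjustment, injury (median slope -0.67, adjusted p = 4.94e-09), development (-0.19, 0.0135), profibrotic signals (-0.48, 0.000238), proximal function (0.58, 2.35e-06) and proliferation (-0.91, 1.87e-24) moved with the day, and immediate early genes did not (0.18, 0.217). The immediate early list passed without day 14 replicate 1 or 2 (0.0287 and 0.0313). Of the camera calls only proliferation held under fry (adjusted p = 0.00198, against 0.133 for injury and 0.162 for the other 3), and none held with an estimated correlation (lowest 0.0527). Over all genes 2 proliferation genes were called and none of the other lists, and adjusted over the list alone there were 23 of 24 proliferation genes, 1 proximal function gene and 1 immediate early gene.

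In macrophage-like cells 43 of 4858 genes followed log2 of the day (32 higher, 11 lower; 731 at an unadjusted p of 0.05). The sums held 42 to 1591 cells. Rising most in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were H2-M2 (2.30, SE 0.47, adjusted p = 0.0364), Cd83 (1.87, SE 0.22, adjusted p = 0.00525) and Fcrls (1.58, SE 0.33, adjusted p = 0.0430). From day 11 to day 14, H2-M2 went from 180 and 224 CPM to 0 and 143, and Fcrls from 148 and 130 to 0 and 35.7. Their rise did not continue to day 14, while that of Cd83 did (265 and 656, then 815 and 822 CPM). Falling most in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were Chi3l3 (-2.03, SE 0.41, adjusted p = 0.0323), Vcan (-1.94, SE 0.27, adjusted p = 0.00747) and S100a9 (-1.57, SE 0.21, adjusted p = 0.00589). The count was 8 without the day 2 library and 70 without day 7 replicate 1. H2-M2, Fcrls and Chi3l3 each lost their call in 6 of the 9 fits that left out 1 library, and Cd83, Vcan and S100a9 in none. In endothelial-like cells (129 to 329 cells per library) 7 of 6579 genes were called (1 higher, 6 lower; 842 at an unadjusted p of 0.05). These included Inmt (2.28, SE 0.38, adjusted p = 0.0344), Sprr2f (-1.54, SE 0.24, adjusted p = 0.0257), S100a8 (-1.53, SE 0.22, adjusted p = 0.0251) and Mt2 (-1.06, SE 0.12, adjusted p = 0.00482) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Inmt and Sprr2f also changed in tubular cells, and S100a8 and S100a9 are neutrophil markers whose class was most frequent on days 1 and 2, so free RNA is a limit for these genes in either class. Mt2 kept its call in each of the 9 fits that left out 1 library, and Inmt, Sprr2f and S100a8 lost theirs in 5, 4 and 5 of them. The endothelial count was 0 with doublets kept, 72 without the day 1 library and 1 without any single library of days 11 or 14.

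Days 1, 2 and 4 were compared with the control 1 library against 1, which compares those libraries and not the conditions. Genes with under 10 counts in either library were outside the ranking. Among them was Sprr2f, with 849 CPM on day 1 and no counts in the control. Of 930, 943 and 988 genes with enough counts, the highest ratios on day 1 were those of Havcr1 (1209 against 1.46 CPM, log2 ratio 9.69, 95% Poisson interval 9.23 to 10.19), S100a6 (9.66), Lcn2 (9.03), D17H6S56E-5 (6.43) and Hbb-bs (5.85). The lowest were those of Egf (-6.71), Inmt (-6.58), Pvalb (-6.09), Acsm3 (-6.03) and Slco1a1 (-4.94). On day 2 the highest were Ifit1 (1295 against 1.001 CPM, 10.34, interval 9.79 to 10.95), Rsad2 (9.99), Ifit3 (9.59), I830012O16Rik (9.34) and S100a6 (9.27). The lowest on day 2 were Pvalb (-8.52), Egf (-6.17), Acsm3 (-5.65), Slco1a1 (-5.58) and BC021785 (-5.40). On day 4 the highest were S100a6 (10.11, interval 9.67 to 10.58), Havcr1 (9.65), Ccl5 (9.13), Ubd (9.06) and Lcn2 (8.14). The lowest on day 4 were Gm20594 (-3.78), Egf (-3.74), Pvalb (-3.71), Angptl7 (-3.66) and Lpl (-3.56). In proximal tubule-like cells alone the same rule named 3, 3 and 2 of these genes on days 1, 2 and 4, and with TMM-scaled totals 9, 10 and 10 of 10. Hbb-bs was the gene not named with TMM-scaled totals on day 1.

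The fifth question was whether proximal tubule-like cells carried transcripts of other nephron segments. In cells thinned to 500 UMIs, between 25.9% and 39.4% of proximal tubule-like cells had a UMI of at least 1 of 28 markers of other segments. In endothelial- and immune-like cells, which should lack these transcripts, the share was between 18.4% and 47.7%. Before thinning, the median UMIs of the proximal tubule-like cells ranged from 1357 to 3160 and those of the background cells from 1042 to 1624. They were 2657 against 1328.5 in the control, 1415 against 1110 and 1357 against 1093 on day 11, and 1405 against 1200.5 in day 7 replicate 1. Free RNA may make up a smaller part of cells with more UMIs, and thinning keeps that part. A share at or below the background therefore does not exclude such transcripts, and ratios of different libraries are not strictly comparable. The ratio of both shares was 0.805 in the control, 0.543 on day 1, 1.08 on day 2, 1.07 on day 4, 1.19 ± 0.196 on day 7, 1.54 ± 0.0996 on day 11 and 1.04 ± 0.141 on day 14 (SD, n = 2). The share lay at or below the background, within the intervals, in the control and on days 1, 2, 4 and 14 and in day 7 replicate 1. It lay above it in both day 11 libraries (29.5% and 31.0%, exact 95% intervals 27.9 to 31.1 and 29.5 to 32.6, against 18.4% and 21.2%, 14.97 to 22.2 and 16.9 to 26.0) and narrowly in day 7 replicate 2 (32.1%, 25.96 to 38.8, against 24.1%, 22.3 to 25.93). Over the 9 injured libraries the ratio did not follow log2 of the day (rho = 0.36, exact permutation p = 0.335; r = 0.645, exact permutation p = 0.0643). Without the libraries of days 1 and 2 r was 0.144. Thinning to 1000 UMIs gave a rho of 0.481. Leaving out single libraries gave values from 0.085 to 0.711. In segment-unnamed tubular cells the share lay above the background beyond the intervals on day 2 (54.0%, 46.8 to 61.1, against 25.5%, 22.5 to 28.8), on day 4 (45.7%, 43.8 to 47.7, against 30.1%, 27.5 to 32.9) and in day 7 replicate 2 (32.5%, 29.7 to 35.3, against 24.1%). In the other 7 libraries the intervals overlapped. These cells may stem from any segment, so the share does not tell whether proximal cells among them carried the transcripts.

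**Figure D3:**
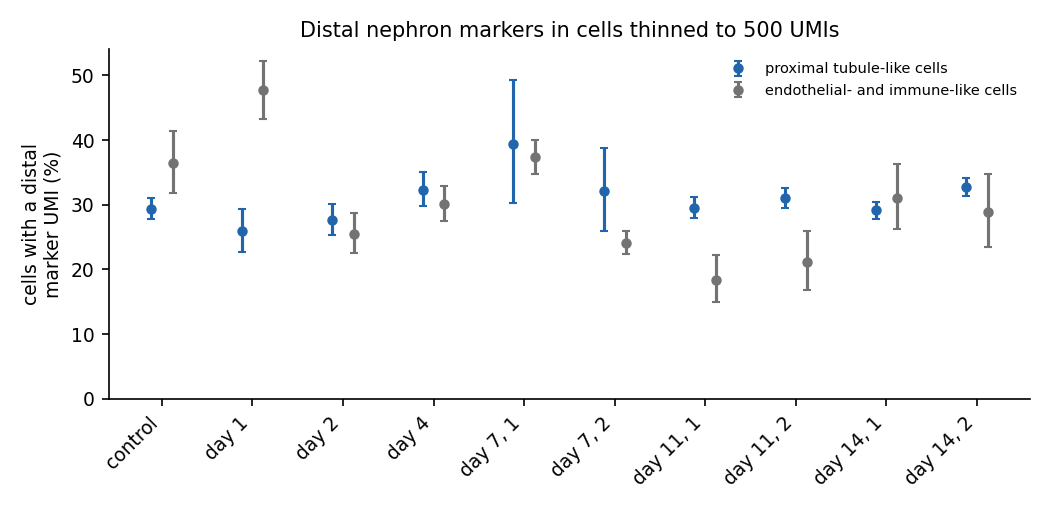
Share of cells with a UMI of a marker of another nephron segment (vertical axis, %, cells thinned to 500 UMIs) in proximal tubule-like cells and in endothelial- and immune-like cells of each library (horizontal axis), with exact 95% binomial intervals. The proximal share lay above the other in both day 11 libraries (29.5% and 31.0%).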

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

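Chosen only after the results were seen were the tests of the lowest number of genes per barcode, of library size and of a single wrong sample label; the tests of tubule segments and of macrophage RNA were set out before.

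Tubular cells of day 11 were singled out because their list changes differed from those of day 7, measured against each other in 1 model by camera. The injury list had a median log2 change of -2.40, development -1.13, profibrotic signals -2.25, proximal function 3.14 and proliferation -2.03. The direction was the same for each list in the comparison of day 14 with day 7. The day is the only group named by the design, and the labels give no sequencing date or batch.

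For the injury list, several technical explanations were weighed. The day 11 tables go down to 300 genes per barcode, but the day 14 tables have the same lowest number as those of day 7, and there the median change from day 7 was -4.15. With day 11 cells of 300 or more genes kept, the change from day 7 to day 11 was -2.62. With every library thinned to the smallest, it was -2.48, which argues against library size. With 4 of the 5 named tubule segments weighted equally the change was -1.33 (-1.60 to -1.14 over the pairs of libraries), against -2.81 as measured on the same scale. A shift between these segments thus does not account for the whole change, though part of it may come from such a shift. Segment-unnamed cells and the distal tubule-like cells, of which day 7 had 0 and 22, are outside that test. RNA carried over from macrophages would leave the list's genes in tubular cells at the low level of macrophage markers. Of the list, 27 genes reached 10 CPM in macrophage-like cells, and all 27 stood higher relative to that level than the highest of 9 macrophage markers, with a ratio of ratios of 150. A single wrong sample label would place 1 library with the other day, but the gap between the days was 2.72, against 0.01 and 0.17 within them. A change with time after injury is a hypothesis that remains, since it was found and tested on the same libraries.

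For the profibrotic list the change was -2.31 with libraries thinned to the smallest. With the 4 segments weighted equally it was -1.12 (-1.56 to -0.70 over the pairs of libraries), beyond the spread of the replicates. The ratio of ratios against macrophage markers was 106, and 11 of the 13 genes that reached 10 CPM in macrophage-like cells stood above the highest marker, so carried macrophage RNA remains possible for the other 2. For development the change with equal segments was -0.75, also beyond the spread of the replicates. Over the pairs of libraries it was smaller, from -0.68 to -0.54. A change with time after injury is again only a hypothesis, and with an estimated inter-gene correlation the development list did not pass.

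For proximal function, the shares of the segments may explain the change. With 4 segments weighted equally it changed by 0.28 (-0.15 to 0.57 over the pairs of libraries), within 2 times the spread of the replicates, and the median in proximal tubule-like cells alone was 0.59. Cells that lost proximal markers would leave the proximal class, so the shares and the list are not independent measures. A change within segments was therefore not shown for this list.

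For proliferation the same test gave -0.40 (-0.57 to -0.26), also within 2 times the spread of the replicates, and the median in proximal tubule-like cells alone was -0.08. Both leave out a segment-unnamed cluster of 575 cells that had 5 genes of the list among its 10 leading genes. A shift between segments therefore cannot be told apart from a change within them for this list.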

How the results depend on the processing

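Chosen only after the results were seen were the alternatives of cells with 300 or more genes, of mitochondrial genes left out and of list medians on TMM-scaled totals; all other alternatives were set out before. Where a value changed, the cause was not tested unless stated.

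Among counts of called genes under the alternatives that kept all libraries, 87 stayed within 1.5 times the reported count and 26 did not. Summing proximal tubule-like cells alone gave 951 genes on day 7 against the control, 858 on day 11 against day 7, 323 on day 14 against day 7, 1166 on day 14 against day 11 and 2172 for the tubular trend, of which 35 were among the 49 reported. The day 7 sums then held 183737 and 668770 UMIs, so fewer counts limit these tests. Shifts between segments also no longer enter them. Summing cells of every class gave 3117 genes on day 14 against day 11 and 11 for the trend. Resolution 2 gave 17 trend genes and cells of 300 or more genes gave 86. The DESeq2 Wald test gave 1647 trend genes in tubular, 218 in macrophage-like and 34 in endothelial-like cells. Without the filter on low counts there were 2423 genes on day 14 against the control, 3102 on day 14 against day 11, and 77 tubular, 165 macrophage and 71 endothelial trend genes. Fitting only the 2 groups compared gave 3461 genes on day 14 against the control. With the day on a linear scale the trend counts were 1970 in tubular and 24 in endothelial-like cells. The endothelial count was 4 with at least 1000 UMIs per cell and 0 with doublets kept, where 7543 rather than 6579 genes were tested.

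The replicate numbers were entered as a block. The gene-wise differences between replicates 2 and 1 correlated at 0.06 between days 7 and 11, -0.03 between days 7 and 14 and -0.05 between days 11 and 14, so the numbers do not pair the libraries. The block gave 2017 genes on day 14 against the control, and 1 tubular, 27 macrophage and 3 endothelial trend genes. It moved no other count of genes by over 1.5 times.

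Leaving out 1 library at a time also moved the counts, and 1 replicate then stands for a day of the replicated ones. Days 7, 11 and 14 against the control ranged from 5037 to 5477, from 927 to 4252 and from 312 to 2517 genes. Day 11 against day 7 ranged from 4770 to 6929, day 14 against day 7 from 5309 to 7343 and day 14 against day 11 from 696 to 2825. The trends ranged from 0 to 1310 genes in tubular, from 8 to 70 in macrophage-like and from 1 to 72 in endothelial-like cells. The adjusted p of the immediate early trend ranged from 0.0287 to 0.529. The Spearman rho of the distal tubule-like share ranged from 0.782 to 0.940 and that of the neutrophil-like share from -0.914 to -0.815. Without a library of day 7, 11 or 14 its day keeps 1 library, which is assumed to vary like the other groups, and the trends without the library of day 1, 2 or 4 lack that day.

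The 6 list trends kept their camera calls, or lack of one, under the alternatives that kept all libraries except fry and an estimated correlation. Fry gave adjusted p-values of 0.133 for injury and 0.162 for development, profibrotic signals and proximal function, and with an estimated correlation no list passed (lowest 0.0527). Of the class-share trends under such alternatives 63 kept their side of the threshold. With a mitochondrial share up to 25% the distal tubule-like rho of 0.775 and the neutrophil-like rho of -0.858 no longer passed it. The trend of other-segment transcripts passed no threshold under any of its 15 alternatives.

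The range of each list's median moved with several choices. It was taken from the lowest to the highest single injured library, not over the means of the days, so it includes differences between replicates. The reported ranges were 3.42 for injury, 1.09 for development, 1.91 for profibrotic signals, 2.47 for proximal function, 1.58 for immediate early genes and 1.66 for proliferation. Proximal tubule-like cells alone gave 2.26 for injury, 1.05 for profibrotic signals, 1.54 for proximal function, 1.22 for immediate early genes and 1.24 for proliferation. A pseudocount of 1 gave 4.49 for injury, 2.33 for development, 3.43 for profibrotic signals, 3.05 for proximal function and 3.32 for proliferation, as a smaller pseudocount widens log2 ratios of genes near 0. TMM-scaled totals gave 2.87 for injury, 0.66 for development, 1.37 for profibrotic signals, 3.01 for proximal function, 1.01 for immediate early genes and 1.47 for proliferation. Cells of every class gave 2.99 for injury and 1.66 for profibrotic signals. A mitochondrial share up to 25% gave 3.28 for injury and 1.43 for immediate early genes, and mitochondrial genes left out gave 1.35 for immediate early genes and 1.76 for proliferation. On single days 258 of 360 list medians moved by less than the spread of the replicates and the others moved further, with 1 reversal. That was the proximal function list on day 4, at 0.13 in proximal tubule-like cells alone.

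Among values of genes named in the tests, under the alternatives that kept all libraries, 1380 kept their direction and their side of the threshold, 71 lost the threshold and 30 gained it. Sox4 on day 14 against the control reversed, to 0.37 in proximal tubule-like cells alone, where it was not called. With 1 library left out, 631 such values kept both, 98 lost the threshold, 6 gained it and none reversed a call. The genes named on days 1, 2 and 4 were named again in 3, 3 and 2 of 10 cases in proximal tubule-like cells alone. Depth limits the trends of macrophage-like cells, with 42 to 1591 cells per library, more than those of tubular cells.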

Other observations

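Chosen only after the results were seen were the interferon-response and heat-shock lists and the tests of single animals or libraries, of cell classes and of cells with like UMIs for the mitochondrial share, of shared stress and of both kinds of draws of the days; the tests of endothelial RNA, of library depth and of free mitochondrial RNA were set out before.

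The 16 interferon-response genes summed to 8497 CPM in the day 2 library and 66.6 CPM in the control, a ratio of 128. The next highest library had 963 CPM. Each of 9 cell classes of the day 2 library lay between 5189 and 27939 CPM, above the highest class of any other library (4765 CPM). RNA carried from endothelial-like cells, the highest class, would leave the genes in proximal tubule-like cells at the level of endothelial markers, but all 16 stood above the highest of 10 markers, with a ratio of ratios of 70.3. All 16 genes were also expressed in endothelial-like cells at 10 CPM or more. A state of a single animal or library, unrelated to the day, cannot be told apart from a change on day 2, because day 2 has 1 library and the replicates of day 14 themselves differed by 4.51 times in this sum. An infection or another systemic response of that animal is a possible explanation that these data do not test. The same caution covers Rtp4, Irf7 and Ifit1, whose changes on day 14 came mostly from replicate 2.

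The mitochondrial share of UMIs was 23.7% in the control, 13.8% on day 1, 10.4% on day 2, 6.81% on day 4, 4.12% and 5.21% on day 7, 16.2% and 12.5% on day 11, and 18.1% and 20.04% on day 14. A change in the mix of cell classes would leave the share level within each class, but in 9 of 9 classes both day 7 libraries lay below the control. That comparison does not set day 7 apart from the other injured days. The day 7 libraries were the lowest of all in 7 of 9 classes. Replicate 2 stood above day 4 in proximal tubule-like cells (10.9% against 8.82%) and intercalated-like cells (5.71% against 5.57%). Part of the gap to the other injured days may thus come from the mix. Library depth does not account for the low share as a whole. Over the 9 injured libraries the share had a Spearman rho of 0.55 with the median UMIs per cell (exact permutation p = 0.133) and a Pearson r of 0.430 (exact permutation p = 0.240), which was 0.231 without the 2 libraries of most extreme depth. Day 7 replicate 2, with a median of 1724 UMIs, had a lower share than the shallower libraries of days 1 and 11 (1445, 1446 and 1389). In cells of 1000 to 2000 UMIs the day 7 libraries had 4.18% and 6.21% and all others at least 9.66%, 1.55 times the higher of the 2. Endothelial-like cells of that range had 3.70% and 4.21% against at least 5.36%, but in proximal tubule-like cells replicate 2, with 73 such cells, stood at 14.8%, above day 4 (12.7%) and day 11 replicate 2 (13.8%). Free mitochondrial RNA cannot be told apart from the day as a source. Endothelial-like cells with more UMIs had 0.850 times the share of those with fewer (0.732 to 1.03 over libraries), where a share due to free RNA alone would give 0.409, but capture efficiency may differ between cells in the same way.

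The 7 heat-shock genes summed to 7626 and 8474 CPM in endothelial-like cells of the day 11 libraries and 4554 CPM in the control, 1.77 times as much. In proximal tubule-like cells the ratio of day 11 to the control was 0.746, but the members went both ways. Hspa1a and Dnajb1 lay above the control in both day 11 libraries in 9 of 9 classes, for example Hspa1a in proximal tubule-like cells with 181 and 157 against 22.0 CPM, while Hsp90aa1 and Hsph1 did so in 0 of 9. In stromal-like cells Hspa1a stood at 1414 and 1483 against 86.1 CPM and Hspa1b at 429 and 359 against 53.0 CPM, so the rise of these genes was not confined to endothelial-like cells. A stress shared by the cells of the suspension therefore cannot be told apart from a response on that day, since the members went both ways.

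The trend of tubular genes with log2 of the day was compared with 100 draws in which the days were assigned to the 9 injured libraries, the real assignment included. Only 1 draw, the real one, gave as many as 49 genes. Those draws also part the replicates of a day, so they do not test the order of the days by itself. When the 6 days were reordered with replicates kept together, 22 of 100 orders, the real one included, gave as many genes, with up to 5815 in another order. Chance is therefore not excluded for the order of the days behind the 49 genes. The trends of lists and of the other cell classes were not tested in this way. No biological explanation of the trend was tested.

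All 10 libraries carried Y-linked transcripts, with Ddx3y between 45.1 and 79.5 CPM, and Xist was at most 0.938 CPM. Replicates of a day shared few cell barcodes (1 on day 7, 11 on day 11 and 2 on day 14).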
